A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

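Genomic DNA from tails of 8 mice of 1 non-irradiated family (a sire, a dam and 6 progeny) had been hybridized together with DNA of 1 reference male on custom oligonucleotide arrays for comparative genomic hybridization (CGH). Each mouse was hybridized on 2 arrays, once labelled with Cy3 and once with Cy5, which gave 16 arrays of 2 colours. Mice were assigned to the sire, dam or progeny group, and each channel to the mouse or the reference, per the labels.

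The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 10.7.1.1 under its CGH protocol, and the coordinates of the design are on mm9. The deposited log ratio of each spot was the log10 of red (Cy5) over green (Cy3) processed signal, background-subtracted, spatially detrended and linearly dye-normalized within the array, per the file headers. The deposited processed signal of each channel was an intensity on a linear scale after the same correction. The deposited median signal and local background of each spot were intensities without correction, per the file headers. The series-level table as provided for this work had 964482 lines and 0 filled values and was not used here.

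Each log10 ratio was converted to log2, turned to mouse over reference using the dye of the mouse, and centred on the median of the autosomal probes of its array, with no loess or quantile step. Control spots and outlier features (103 to 160 per array) were left out, no spot was saturated, and spots of 1 probe were averaged, which gave 950749 distinct probes from 966371 spots. The 2 arrays of a mouse shared their DNA and counted as 1 replicate (their mean). No count or depth exists for an array, and the number of arrays limits the precision. Median red signals were 84.0 to 123 over local backgrounds of 41.0 to 45.0, and median green signals were 65.5 to 104 over 17.0 to 27.0, so that dim probes set the precision of single ratios.

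The thresholds of the study were used to call a probe positive: a ratio beyond 0.8 in both arrays, or beyond 0.5 in both arrays at 2 adjacent probes. The same sign was also required in both arrays. A region was a run of positive probes with at most 1 probe between them. Regions over all mice came from the union of their positive probes, and a mouse carried a region when its mean ratio was beyond 0.5 with 1 sign in both arrays. A de novo candidate probe was positive in a progeny and in neither parent. A de novo candidate region held 2 or more positive probes of 1 sign in a progeny, and its mean lay within 0.3 of 0 in both parents. Transmission of regions carried by 1 parent was tested against a share of 50% with an exact two-sided binomial test and a 95% exact (Clopper-Pearson) interval. Regions on 1 chromosome are not independent.

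Two-sided tests over 950222 autosomal probes with a value in every mouse were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjusted p under 0.05 and a size over 0.5 as the threshold. The family was tested as the mean of the 8 mice against 0, which leaves out the spread of reference animals. Each mouse was also tested against the mean of the other 7 (private probes), with the spread taken from those 7. The mice are relatives, and p-values measure the spread between these mice only. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

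Probes not well above background have ratios that are bounds. For the chromosome 2 sequence missing from the reference, the fold was computed as a lower bound, from the mean signal of the mouse over the higher of the reference signal and the lowest reference signal among probes well above background on that array, each relative to the median of its channel. Errors given for a region in 1 mouse are standard errors over its probes.

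The regions named in the text followed a rule set before the data were examined, as were the tests and all alternatives except those stated as added. The rule took the 12 regions with most probes, the 12 with the largest mean in any mouse, up to 15 de novo candidate regions by number of probes, and the 2 single-probe candidates with the largest mean in each progeny. The parts of the rule on gene lists and on the genes Tfrc and Gabpb1 were not run, because the spots carry mm9 positions and the annotation used here was of GRCm38. Probes on 9 chromosomes lay past the GRCm38 ends, so positions are given without gene names. The features named beyond the rule (segments of the window scan, the probes past the limma thresholds and the 3-probe sequence on chromosome 2) were chosen after their values were seen.

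The alternatives set before the data were examined were another background correction (limma's normexp with an offset of 50 on median and background signals, as no mean signal was used), no centring, a filter on dim probes, outlier features kept, stricter (1.0 and 0.7) and looser (0.6 and 0.4) thresholds, no requirement on the sign, the 0.8 threshold alone, each dye alone, subtraction of a running median over 501 probes, other limits for parents and gaps, leaving out each mouse, an intensity trend in eBayes, and scan day as a random block. Added after the data were seen were the removal of the 2 mice with the noisiest arrays (for de novo candidates, of progeny 1 alone), a filter on probes dim in the reference, regions of 3 or more and 5 or more probes, pairs of arrays from different mice and pairs of progeny as backgrounds, the sign of 4 of the 8 mice turned as a background of the family test, and a window scan. For candidate regions, the number expected from mismatched pairs of progeny arrays came from a multiplicative fit of the 2 arrays. The scan took running medians over 10, 25, 50 and 100 probes and kept windows in which both arrays of a mouse moved one way by more than any window in any mouse in which its arrays opposed each other (limits 0.67, 0.34, 0.24 and 0.19). Hits at most 50 probes apart were merged, and means over segments used ratios limited to 2.0 in size.

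The steps were tested on simulated data made by shuffling the probes of these arrays (950622 probes). The family test recovered 200 of 200 probes raised by 1.0 log2 units, with 29 calls at probes given another simulated change and 0 at probes given none. The de novo region step recovered 182 of 200 regions of 4 probes changed by 1.0, with 120 false regions among 348 called. Shuffling loses the noise that a probe has on every array: the simulated mice had a median of 663 positive probes against 1930.5 in the data, so that false regions in the data are expected to be more. Transmission simulated at 49.3% was measured as 49.0%, the window scan recovered 195 of 200 segments changed by 0.4 with 0 false segments (widths of 25 and 50 probes), and the private test recovered 104 of 800 probes (13.0%) changed by 1.0. Shuffling also removes any trend along a chromosome, so the simulated 0 does not bear on regional trends. On the real arrays, the Cy5 array of 1 mouse paired with the Cy3 array of another gave 0 segments past the same limits in 56 pairs, away from the segments found in any mouse. A trend of 1 DNA sample would move both arrays of its mouse and neither array of another. These pairs therefore cannot show such a trend.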

Results

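DNA from the tails of 1 family of C57BL/6JNrs mice was compared with DNA of 1 reference male by array CGH, in which the ratio of 2 dyes at a probe gives the relative copy number of its locus. The family comprised a sire, a dam and 6 progeny, none of them irradiated (0 mGy/day), and each mouse was hybridized on 2 dye-swap arrays, 16 arrays in all. In the study such control families were set against families of irradiated sires, which are not analysed here, and the question within a family was which copy number changes were shared with a parent and which arose de novo. Each array held 950622 autosomal probes with a median spacing of 2053 bp, 68 probes on the X chromosome and 23 on the Y chromosome. The spread of the log2 ratio between neighboring probes (derivative log-ratio SD) ranged from 0.289 to 0.445 over the 16 arrays. Spots well above background in both channels made up 64.5% on the Cy3 array of the sire and 98.2% on the Cy3 array of progeny 2. All ratios are log2 values of mouse over reference, given as the mean of the 2 arrays, and all positions are on mm9.

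The X chromosome probes of the dam lay at a median of 1.00 and those of the sire at 0.01. The Y chromosome probes lay at -2.29 in the dam and 0.12 in the sire. Progeny 1, progeny 2 and progeny 3 had X medians of 0.00, -0.04 and 0.03 and Y medians of 0.08, -0.05 and -0.02. Progeny 4, progeny 5 and progeny 6 had X medians of 0.98, 0.97 and 0.96 and Y medians of -2.40, -1.95 and -2.05. Against a male reference, the parents therefore lay where their labels put a male and a female, while the progeny carry no label of sex and only their values are given. With the normexp background correction the X median of the dam was 0.36, and ratios under that correction were compressed.

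Autosomal medians showed no gain or loss of a whole chromosome in any mouse. The medians of the 19 autosomes in the 8 mice, 152 values, lay between -0.01 and 0.01.

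The first comparison asked how many probes differed from the reference in each mouse. The lowest number of positive probes, 738, was found in progeny 2, followed by 1380 in progeny 3, 1466 in progeny 4, 1796 in progeny 6 and 3693 in progeny 5. Progeny 1 had the highest number, 4893, the sire had 4201 and the dam 2065. The progeny mean was 2328 ± 1606 (SD, n = 6), and the median over the 8 mice was 1930.5. Gains outnumbered losses in the sire (2851 and 1350), the dam (1431 and 634), progeny 1 (2661 and 2232) and progeny 3 (819 and 561). Losses outnumbered gains in progeny 2 (395 and 343), progeny 4 (1198 and 268), progeny 5 (2613 and 1080) and progeny 6 (1115 and 681).

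Most of these probes were not distinguishable from noise. The same size limits were passed with opposite signs on the 2 arrays of a mouse, which follows the dye and not the DNA, by more probes than with the same sign in all 8 mice, from 2324 probes in progeny 2 to 11576 in progeny 1. The 2 arrays of a mouse were negatively correlated in all 8 mice (Pearson r from -0.29 in progeny 2 to -0.10 in progeny 5). The opposite-sign count thus holds dye effects of probes and does not measure how many same-sign calls were noise. As a background for these, chosen after the data were seen, the Cy5 array of 1 mouse was paired with the Cy3 array of another. The 56 mismatched pairs gave a median of 1959 positive probes (range 801 to 5877), and the own pair gave 1.03 to 1.29 times the number expected from mismatched arrays, highest in the dam. The log2 number of positive probes rose with the derivative log-ratio SD over the 8 mice (Pearson r = 0.95, p = 0.00027; Spearman rho = 0.90, p = 0.00456; exact permutation tests, two-sided, 1 relation tested). Without the sire and progeny 1, the mice farthest from the median SD, r was 0.95 (p = 0.00972) and rho was 0.83 (p = 0.0583, exact permutation tests over 6 mice), and scan days held too few mice for values within a day. The sire and progeny 1 shared a scan day that held no other mouse. Among probes well above background on all 16 arrays the median was 74.0 positive probes per mouse. A deep loss takes the signal of the mouse itself to background, so the reference channel alone was also used, a filter chosen after the data were seen. Among the 685151 autosomal probes at which the reference was well above background on all 16 arrays the median was 120.

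**Figure D1:**
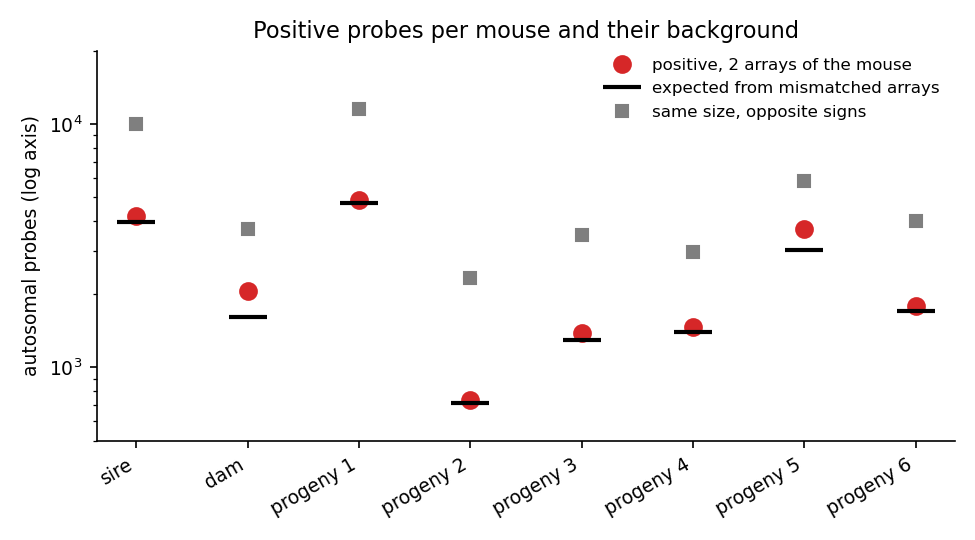
Positive autosomal probes per mouse on a log axis (red circles), with the number expected from arrays of different mice (black bars) and the number that passed the same limits with opposite signs (grey squares). The circles lay close to the bars in every mouse, from 738 in progeny 2 to 4893 in progeny 1.

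The next comparison asked which differences the whole family shared against the reference. A region of chromosome 4 from 101110482 to 101270535, 160054 bp with 74 probes, was carried as a gain by all 8 mice. Its ratio was 0.96 in the sire, 0.98 in the dam, 0.95 in progeny 1, 0.99 in progeny 2, 1.01 in progeny 3, 0.88 in progeny 5 and 0.94 in progeny 6. In progeny 4 it was 0.56 ± 0.02 (SE over the probes), with 0.58 on the Cy3 array and 0.54 on the Cy5 array. The mean over the mice was 0.91 ± 0.15 (SD, n = 8). Outside its borders the ratio of every mouse returned to near 0.

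**Figure D2:**
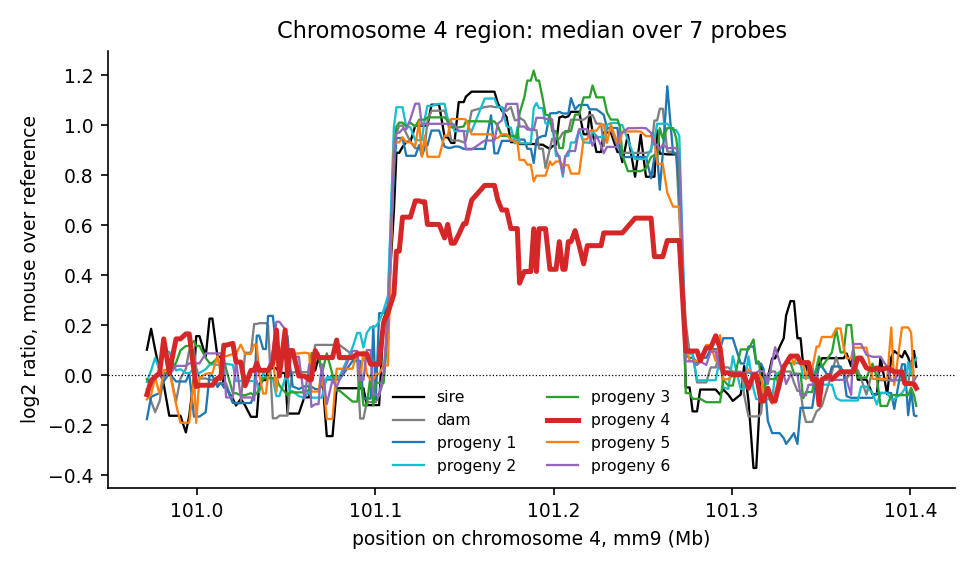
Log2 ratio of mouse over reference along chromosome 4 around the shared gain, as a running median over 7 probes for each of the 8 mice. The ratio of progeny 4 (thick red line) was 0.56 over the region and that of the other mice was 0.88 to 1.01.

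In the limma test of the 8 mice against 0, 72 of 950222 probes passed, 71 of them higher than the reference and 1 lower. Of these, 66 lay among the 74 probes of the chromosome 4 region, in 2 runs with a mean of 0.93 (40 probes) and 0.90 (26 probes). The other 6 were single probes with the same sign in 8 of 8 mice. As a background, chosen after the data were seen, the sign of 4 of the 8 mice was turned in the 35 ways possible. At most 1 probe passed then, in 1 of the 35. Turning signs cancels anything common to all 8 mice. It is thus a background for noise between mice and not for an error of the shared reference. The largest of the 6 single probes was on chromosome 13 at 95707465, with a mean of 2.16 ± 0.08 (SE, limma adjusted p = 7.6e-06) and values from 1.84 to 2.54. Chromosome 7 at 49495489 had a mean of 0.94 (adjusted p = 0.00093), chromosome 1 at 35303776 a mean of 0.86 (adjusted p = 0.0044), chromosome 10 at 61623347 a mean of 0.66 (adjusted p = 0.0081) and chromosome 7 at 102031232 a mean of 0.60 (adjusted p = 0.029). The single lower probe, on chromosome 1 at 129785763, had a mean of -0.92 (adjusted p = 0.011). The reference was well above background on 14 of 16 arrays at the chromosome 13 probe and on 13 at 35303776. The mouse was on 14 at 35303776 and on 12 at 129785763, so these means are less certain. Scan day as a random block gave 73 probes. A scan day held at most 2 mice, and the test was not made within single days. With 1 dye orientation alone the count rose to 13641 (mouse in Cy5) and 12127 (mouse in Cy3). In 1 orientation the dye effect of a probe does not cancel.

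By the rule for positive probes, 7 probes were positive in all 8 mice and 32 in 7 of them, whereas 16662 were positive in 1 mouse. Without progeny 4 the number positive in every remaining mouse rose from 7 to 35.

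The union of positive probes over the mice formed 16689 regions, of which 1367 had 2 or more probes, 78 had 3 or more and 4 had 4 or more. After the chromosome 4 region, the region with most probes lay on chromosome 2 from 70077520 to 70085630 (5 probes). It was a gain of 3.13 in the sire, 1.82 in progeny 1, 2.86 in progeny 2, 2.66 in progeny 3, 2.63 in progeny 5 and 2.53 in progeny 6. The dam (0.11) and progeny 4 (0.09) did not carry it. At 3 of its probes, from 70079530 to 70084238, the reference was not well above background on any of the 16 arrays, and neither were the dam and progeny 4 on theirs. All 3 probes were well above background on both arrays of the other 6 mice. The ratios are thus bounds: the sequence was at least 3.71-fold higher than in the reference in the sire, 1.70-fold in progeny 1, 3.98-fold in progeny 2, 3.35-fold in progeny 3, 2.59-fold in progeny 5 and 2.67-fold in progeny 6.

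The signal of the mouse channel itself, relative to the array median, separated these mice further. It was 0.85 in the sire and -0.25 ± 0.07 (SD, n = 5) in the 5 progeny that carried the sequence, a difference of 1.096. At 20 flanking probes the sire lay at -0.13 relative to the same progeny. The signal was -3.84 in the dam and -3.86 in progeny 4. With 1 sire, the difference has no replicate of its own.

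**Figure D3:**
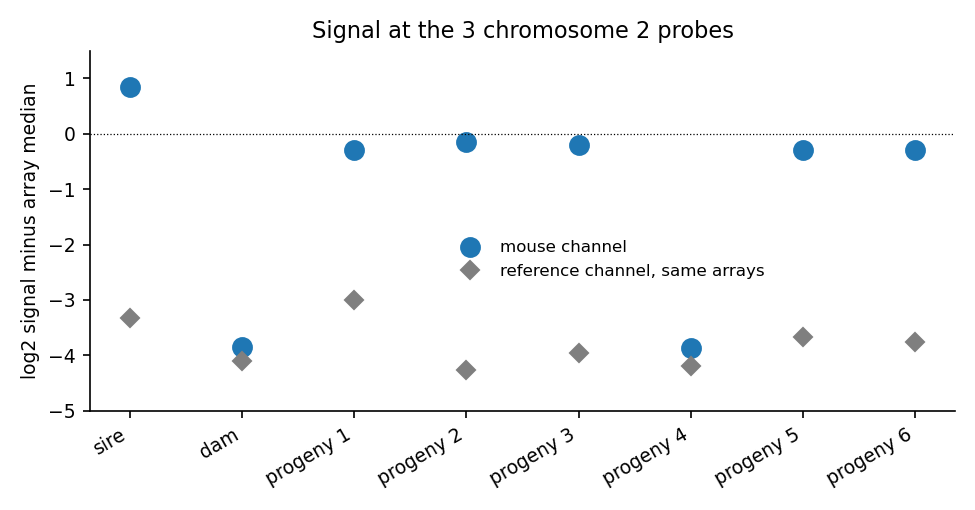
Mean log2 signal of 3 probes on chromosome 2 (70079530 to 70084238) minus the array median, for the mouse channel (blue circles) and the reference channel of the same arrays (grey diamonds), each the mean of 2 arrays. The sire lay at 0.85, the 5 carrier progeny near -0.25, and the dam and progeny 4 at -3.84 and -3.86, among the reference values.

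A loss on chromosome 3 from 25417435 to 25432738 (3 probes) was carried by the dam at -1.63 ± 0.39 (SE over the probes), progeny 4 at -1.71 ± 0.36, progeny 5 at -1.43 ± 0.28 and progeny 6 at -1.70 ± 0.31. Both channels were well above background at all 3 probes in these mice. The other 4 mice lay between -0.07 and 0.03. The carriers were the 4 mice with X medians near 1.

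Regions of 4 probes on chromosome 4 (114885141 to 114893142) and chromosome 6 (108726065 to 108736892) were carried by no mouse as a whole, with largest means of -0.56 in progeny 4 and -0.45 in progeny 6. Among the 12 regions with most probes, the losses on chromosome 1 from 138811838 to 138817451 (-1.32 in progeny 1), on chromosome 12 from 41910679 to 41917954 (-1.08 in progeny 6) and on chromosome 4 from 8041333 to 8054636 (-1.06 in progeny 5), and the gains on chromosome 14 from 93212232 to 93217863 (1.30 in the sire) and on chromosome 3 from 21425801 to 21430276 (1.01 in progeny 1) were each carried by 1 mouse. Background was read in the mouse with the largest value, in its own channel for gains and in the reference channel for losses, since a loss lowers the signal of the mouse. Of the 12 regions with most probes, 9 had a probe not well above background there, and the same held for 10 of the 12 regions with the largest means. Among the former was the chromosome 4 region, in which 73.5 of the 74 probes were well above background in progeny 3 (mean of the 2 arrays).

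Transmission was examined for regions of 2 or more probes carried by 1 parent. A heterozygous change is passed on in 50% of cases. There were 408 such regions, 273 in the sire and 135 in the dam, and 13 more were carried by both parents. They were carried by a progeny in 66 of 2448 cases, 2.70% (95% exact interval 2.09 to 3.42%), which differed from 50% (exact binomial test, two-sided, p = 8.6e-607). Most positive probes were not distinguishable from noise, and noise in a parent is not passed on. Such regions alone would give a low share, so the difference from 50% is no measure of inheritance. The share was 2.20% for regions of the sire and 3.70% for those of the dam. Among probes well above background on all 16 arrays it was 4 of 36 cases, 11.1% (3.11 to 26.1%, p = 1.94e-06, same test and interval). The chromosome 2 gain of the sire cannot enter this share. None of its probes was well above background in the reference on either array of the sire. With the normexp correction, under which ratios were compressed and fewer cases were left, it was 15 of 30 cases, 50% (31.3 to 68.7%, p = 1), and no longer differed from 50%. In regions of 3 or more probes, a limit chosen after the data were seen, it was 9 of 84, 10.71% (p = 4.3e-14, same test), and these included the chromosome 2 gain of the sire in 5 progeny and the chromosome 3 loss of the dam in 3. Those 3 were the progeny with X medians near 1, so it stays open whether this loss was passed on or follows the sex chromosomes. At 5 or more probes only the chromosome 2 region remained, passed to 5 of 6 progeny (83.3%, p = 0.2188). Progeny 4 did not carry it. The share of 50% holds for a heterozygous change. At 3 probes of this region the signal of the sire lay 1.096 above that of the 5 carrier progeny. That is near 2 copies against 1, which would give every progeny at least 1 copy, so the p-value does not settle how this region was passed on.

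De novo candidates were probes positive in a progeny and in neither parent. They numbered 12773 over the 6 progeny, 5198 gains and 7575 losses, and 11611 of them stood alone. Progeny 2 had the fewest (605) and progeny 1 the most (4596), with 1215 in progeny 3, 1319 in progeny 4, 3465 in progeny 5 and 1573 in progeny 6. The chromosome 2 values leave open that progeny 4 had another sire or was under another label. Its candidate probes and regions were compared with these parents all the same. The candidates made up 82.0 to 93.9% of the positive probes of a progeny. As a background measured in the same way, chosen after the data were seen, the positive probes of a parent were counted that were positive in neither mouse of a pair of progeny. Over the 15 pairs they made up a mean of 94.8% in the sire (range 92.5 to 96.7%) and 91.1% in the dam (89.6 to 93.0%). Of the 4201 positive probes of the sire 3622 (86.2%), and of the 2065 of the dam 1615 (78.2%), were positive in none of the other 7 mice. Among probes well above background on all 16 arrays 117 candidates were left, and 561 where this was asked of the reference alone.

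Candidate regions of 2 or more probes numbered 310, 109 gains and 201 losses. Progeny 1 had 127, progeny 5 had 112, progeny 6 had 29, progeny 4 had 24, progeny 3 had 16 and progeny 2 had 2. Arrays of different progeny paired with each other, a background chosen after the data were seen, gave an expected 241.2 regions for the same 6 mice. Of the 310, only 9 had 3 probes and none had 4. These 9 lay on chromosome 1 from 138811838, chromosome 3 from 21425801, chromosome 7 from 28076966 and chromosome 15 from 5691945 in progeny 1, on chromosome 3 from 27950606 and chromosome 4 from 114885141 in progeny 4, on chromosome 16 from 67106117 and chromosome 7 from 26026794 in progeny 5, and on chromosome 12 from 41910679 in progeny 6. Their means ranged from 0.77 to 1.01 for the 4 gains and from -1.32 to -0.65 for the 5 losses. Of the 15 candidate regions named by the rule, 4 of the 5 gains had a probe not well above background in the progeny concerned, and 8 of the 10 losses had one in the reference. The number fell to 12 regions among probes well above background on all arrays, and to 32 where this was asked of the reference alone.

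The single-probe candidates with the largest ratios included chromosome 16 at 33842435 (2.57 in progeny 1), chromosome 15 at 50039423 (-2.53 in progeny 2), chromosome 13 at 10051250 (-2.33 in progeny 3), chromosome 6 at 79351753 (-2.35 in progeny 4), chromosome 2 at 118018612 (2.33 in progeny 5) and chromosome 3 at 118575407 (-2.16 in progeny 6). Of the 12 named by the rule, 4 of the 6 gains were not well above background in the mouse channel on 1 or both arrays, and 2 of the 6 losses were not in the reference channel. In all 12 the other channel, the reference for gains and the mouse for losses, was not well above background on either array. These ratios are therefore bounds at best.

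Private probes were those at which 1 mouse differed from the other 7 in the limma test. Progeny had 89, of which 86 were in progeny 1 (65 higher, 21 lower) and 3 in progeny 4, and the parents had 85, of which 83 were in the sire (70 higher, 13 lower) and 2 in the dam. Progeny 2, progeny 3, progeny 5 and progeny 6 had 0, with 18785, 33298, 75961 and 30049 probes at an unadjusted p under 0.05. By chance a share of 0.05 of the 950222 probes would lie there. The sire (93279), progeny 1 (85361) and progeny 5 had more, and all other mice had fewer. The spread came from the other 7 mice, so the noise of the mouse tested did not enter it. These p-values and counts thus depend on how noisy a mouse was against the others. Each private probe stood alone, and 75 of the 174 were also positive by the rule on both arrays. The 3 of progeny 4, on chromosome 1 at 155574321, chromosome 6 at 59167798 and chromosome 17 at 42710894, differed by -2.75, -5.66 and -4.92, but on the Cy3 array their ratios were 0.05, 0.20 and -0.18. Without the sire and progeny 1, whose arrays were the noisiest, 2 private probes were left in progeny and 0 in the dam, and an intensity trend in the fit raised the counts to 574 and 892. These 2 mice were the only ones of their scan day, so the mice and the day cannot be told apart.

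A window scan, added after the data were seen, looked for long segments of small ratio that calls per probe can miss. It found the chromosome 4 region in all 8 mice and 11 other segments. In progeny 4 the ratio fell on chromosome 19 from 18447711 to 18526392 (-0.44 ± 0.04, SE over 27 probes) and from 27367167 to 27454351 (-0.41 ± 0.02, 37 probes), and was raised on chromosome 8 from 8735128 to 8816433 (0.30 ± 0.03, 36 probes). In progeny 5 it was raised in 4 segments of chromosome 12, from 5730010 to 5976828 (0.32 ± 0.03, 111 probes), 55050557 to 55096016 (0.37 ± 0.04, 20 probes), 71626792 to 71971010 (0.26 ± 0.02, 164 probes) and 87040803 to 87063262 (0.32 ± 0.08, 8 probes), and in a segment of chromosome 3 from 101452816 to 101460651 (0.18 ± 0.08, 5 probes). Both parents lay between -0.02 and 0.01 in the 3 segments of progeny 4. In the segments of progeny 5 they lay between -0.17, the sire at 55050557, and 0.04. In the 2 shortest segments of progeny 5 some siblings lay close to it, with 0.19 ± 0.11 in progeny 2 at 87040803, and 0.13 ± 0.13 in progeny 3 and 0.09 ± 0.07 in progeny 1 on chromosome 3. In the other 3 the siblings lay between -0.05 and 0.07.

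A gain on chromosome 16 from 11203859 to 11219644 (8 probes) was found in the dam at 0.54 ± 0.06, and the same probes gave 0.50 ± 0.13 in progeny 3 and 0.45 ± 0.09 in progeny 1. They gave 0.21 in progeny 6, 0.07 in progeny 2, 0.03 in progeny 4, 0.00 in progeny 5 and -0.07 in the sire. On chromosome 8 from 102191828 to 102223237 (11 probes) the ratio was 0.32 in the dam, 0.33 in progeny 4, 0.23 in progeny 5 and 0.28 in progeny 6, and 0.02 to 0.11 in the other 4 mice. The neighboring probes from 102159918 to 102166193 gave a further segment in progeny 6 (0.28 ± 0.08, 4 probes). The same probes gave 0.26 in progeny 4, 0.24 in progeny 5 and 0.20 in the dam, and -0.28 to 0.14 in the other 4 mice.

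**Figure D4:**
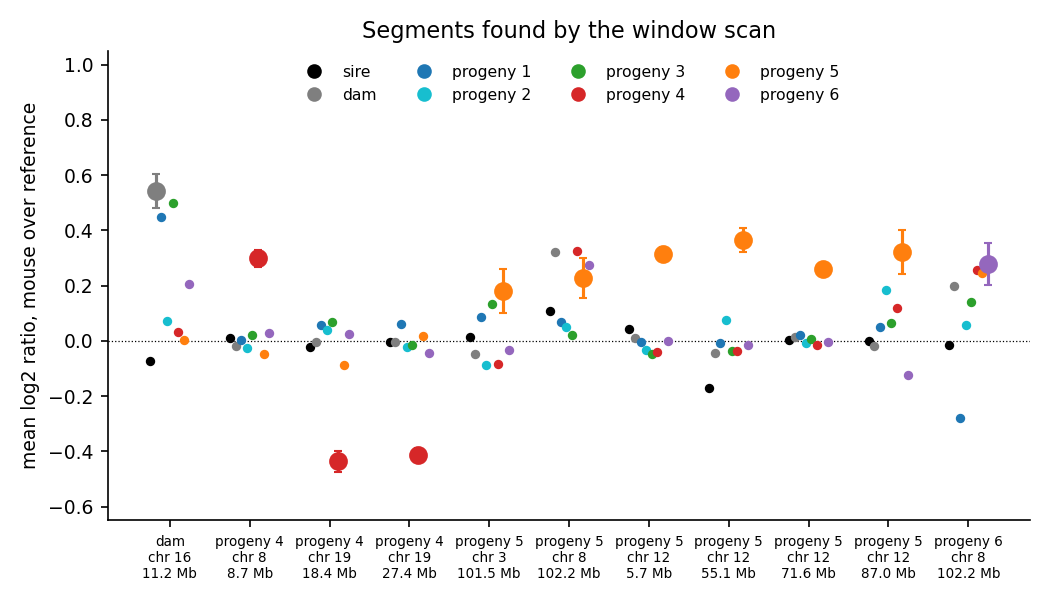
Mean log2 ratio of mouse over reference in the 11 segments of the window scan outside the chromosome 4 region, in all 8 mice. Large circles with bars (SE over probes) mark the mouse in which the segment was found, for example -0.44 and -0.41 for progeny 4 on chromosome 19, and small circles mark the other mice.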

Values the study reported

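The study described an array of autosomal probes at a spacing of about 2 kb, and called large candidates where 4 or more probes were positive. Not counting 5 mice with 4 or more such changes each, it reported 11 deletions and 3 duplications as de novo changes in the non-irradiated group, and 31 deletions and 1 duplication in the irradiated group. These were changes kept after a second array with denser probes and a check by quantitative PCR. Neither step is part of the present results, so the counts are not on the scale of the candidates above. De novo deletions were reported in 7.1% of non-irradiated F1 mice (11 of 156) and 20.4% of F1 mice of irradiated sires (29 of 142), a 2.9-fold difference. For deletions that covered 2 or more probes on this array the shares were 5.1% (8 of 156) and 15.5% (22 of 142), a 3.0-fold difference. Its lists of changes, with those of the 5 mice, named no F1 mouse of the non-irradiated family B. The labels of the sire and dam here carry that letter.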

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

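In 12 of 34 sets of values of the 6 progeny, 1 mouse stood apart from the other 5 by Dixon's criterion. Chance gives about 1 in 20 sets, but this share does not hold for the 22 sets that were regions chosen for their size in any mouse, 8 of them among the 12, and several sets repeat the same mouse, so the number was not compared with chance. All tests of explanations in this part were chosen after the results were seen.

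Progeny 4 stood apart at the chromosome 4 region, with a ratio of 0.56, and at the chromosome 2 region, with a ratio of 0.0862 and a signal of -3.86 at the 3 probes missing from the reference. Reference DNA in the sample would have to make up 50% and would bring the X median to 0.57, but it was 0.98, among the 0.96 to 1.00 of the other 3 mice with X medians near 1, and both arrays of progeny 4 lay below the lowest array of the other mice on chromosome 4, the nearer by 0.28, which argues against an error of 1 array or dye. Loss of the chromosome 2 sequence in part of the cells is argued against by a signal that differed from that of the dam by -0.02, with none of the 3 probes well above background. The signal of the sire lay 1.096 above that of the 5 carrier progeny, near the 1.0 that 2 copies against 1 would give, and a progeny of such a sire would hold at least 1 copy, so the values are consistent with a progeny of another sire or a sample under another label. Progeny 4 shared the chromosome 3 loss (-1.71) with the dam (-1.63), and the chromosome 8 segment near 102191828 (0.33 and 0.32), but so did progeny 5 and progeny 6, the remaining mice with X medians near 1, and no mouse with an X median near 0 carried either, so it stays open whether these came from the dam or follow the sex chromosomes. A change in progeny 4 itself at both regions, with 0.56 on chromosome 4, cannot be told apart from this, because both allow the same values on these arrays.

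Progeny 1 stood apart in its number of gained probes (2661), in its de novo candidate regions of gain (67) and in its private probes (86). It shared its scan day with the sire alone, so progeny 1 and that day cannot be told apart among the progeny. Over all mice the number of positive probes varied 6.63-fold, and a candidate explanation is array noise. Arrays of different mice paired with each other gave nearly as many positive probes as the arrays of 1 mouse (median ratio of own to mismatched pairs 1.06), which array noise would give. Copy number changes of 1 mouse alone as the main source are argued against by the highest such ratio, 1.29. The 1.5 set for them was chosen after the ratios were seen. Changes that mice share count in mismatched pairs too, so the ratio does not bear on those. No biological explanation that the design names was tested.

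The other 6 values are given without an explanation, and all are regions carried by 1 progeny alone. In progeny 1 they were -1.57 on chromosome 11 from 4209428 to 4212709, -1.50 on chromosome 2 from 60822959 to 60825067 and 1.01 on chromosome 3 from 21425801 to 21430276. In progeny 5 they were -1.06 on chromosome 4 from 8041333 to 8054636 and -1.49 on chromosome 6 from 5246312 to 5247631. In progeny 6 it was -1.08 on chromosome 12 from 41910679 to 41917954. For the gain the mouse, and for the losses the reference, was not well above background at every probe on both arrays, except for the loss on chromosome 4.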

How the results depend on the processing

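Of 118 values recomputed under alternatives, 75 kept their direction and stayed within 1.5 times the main value or on the same side of the threshold, 41 moved further, 1 lost significance and 1 turned direction. The normexp correction gave a median of 38.5 positive probes per mouse, 0 probes positive in all 8 mice, 75.0 de novo candidate probes, 0 candidate regions, a transmission of 50% (no longer different from 50%) and an X median of the dam of 0.36. This alternative also used median in place of processed signals, and with a known 2-fold change at 0.36, below the limits of 0.5 and 0.8, its counts do not show whether the probes called otherwise were noise. Probes well above background on all 16 arrays gave 74.0, 4, 117 and 12 for the first 4 of these results, in this order, and a transmission of 11.1%. Sequence missing from the reference, such as the chromosome 2 gain, cannot pass this filter. In the same order, stricter thresholds (1.0 and 0.7) gave 722, 1, 4762 and 25, and looser thresholds (0.6 and 0.4) gave 5668, 23, 35400 and 1124. Without a requirement on the sign the median was 6986.5 positive probes and 45988 de novo candidate probes, and the 0.8 threshold alone gave 1 probe positive in all mice, 19 candidate regions and a transmission of 5.59%. Parents within 0.3 of 0 left 3469 candidate probes. For the limma tests, the arrays with the mouse in Cy5 alone gave 13641 family probes and 243 and 168 private probes in progeny and parents, and those with the mouse in Cy3 alone gave 12127, 886 and 5305. An intensity trend gave 574 and 892 private probes. Among settings added after the data were seen, leaving out the sire and progeny 1 gave 2 private probes in progeny and 0 in the dam (60405 at an unadjusted p under 0.05). Leaving out the candidates of progeny 1 alone, with the sire kept as a parent, left 8177 candidate probes and 183 candidate regions. Probes at which the reference was well above background on all arrays gave a median of 120 positive probes, 4 positive in all mice, 561 candidate probes, 32 candidate regions and 232 private probes in parents. Regions of 3 or more probes left 9 candidate regions. With regions of 5 or more probes transmission was 83.3%, from a single region, the chromosome 2 gain, for which 50% may not be the share to compare with. Leaving out each mouse gave 7 to 35 probes positive in all remaining mice, the highest without progeny 4, and 59 to 75 family probes, and leaving out each progeny gave a transmission of 2.11 to 3.04%. Except where the alternative itself sets it (fewer probes or mice, other thresholds), the cause was not tested.

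The family count of 72 stayed between 49 and 75 under all alternatives other than a single dye, and the transmission between 2.11 and 11.1% under all run for it other than normexp and regions of 5 or more probes. No centring and outlier features kept moved no result by over 1.5 times. Neither did the running median for the family and private counts, nor scan day as a block for the family count and the private count in progeny, the only results recomputed under these. The series-level table and the gene list alternative were not run, as stated for the processing. No test of progeny against parents paired by family was possible, because all mice came from a single family. Signal over background limits single-probe calls: 554349 of 950622 autosomal probes were well above background on every array.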

Other observations

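Sequence that the reference lacks was looked for more widely, after the chromosome 2 region had been seen. At 63 sites the reference was not well above background on any of the 16 arrays, while at least 1 mouse was on both of its own. Only 1 of these sites had 2 or more probes, the chromosome 2 sequence, found in 6 mice. Only 2 more were found in over 1 mouse, single probes on chromosome 10 at 129310584 and on chromosome 14 at 66271181, each in 2 mice. Their signals relative to the array median were -2.79 to -1.63 and -2.46 to -1.60 over the 8 mice, with no gap between mice like that on chromosome 2.

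Of the 15 named de novo candidate regions 13 passed the limit of 0.5 on both arrays in 1 mouse, and 2 passed it in a pair of progeny and no parent. The loss on chromosome 12 from 58327357 to 58332320 was -1.40 in progeny 5 and -0.59 in progeny 6, with 0.04 in the dam and -0.16 in the sire. The gain on chromosome 1 from 123924023 to 123925919 was 1.46 in progeny 6 and 0.87 in progeny 2, with 0.02 in the sire and -0.06 in the dam. Each had 2 probes, and in none of these progeny were both well above background in either channel on both arrays, so the ratios are uncertain.

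All tests in this paragraph were chosen after the results were seen. Progeny 4 and progeny 5 had 8 segments of a size between 0 and that of 1 copy, 3 in progeny 4 and 5 in progeny 5, leaving out the chromosome 8 segment near 102191828, which the dam and other progeny shared. A trend of the scan day is argued against by the sibling scanned on the same day, which averaged -0.0262 over the segments when turned to their direction (highest 0.02). Means over whole segments all lay at least 3.29 standard errors closer to 0 than a change of 1 copy against 2. This argues against an inherited change of that size for the 6 segments of 20 or more probes. In the 6 segments of 20 or more probes the middle probes alone had sizes of 0.23 to 0.48, so that edges of the segments do not account for it. The other 2 segments, of 8 and 5 probes in progeny 5, hardly stood apart from siblings (0.32 against 0.19 in progeny 2, and 0.18 against 0.13 in progeny 3). Their middle probes gave 0.35 ± 0.15 and 0.08 ± 0.07 (SE), so the size of these 2 is uncertain. A change of 1 copy against 4 copies in the reference is argued against as the whole account of progeny 5 by the segment of chromosome 12 from 71626792, which lay 3.41 standard errors from its size. A change in part of the cells may account for the segments: those of progeny 4 gave shares of 46.0 to 52.2% of cells (mean 49.9 ± 1.97, SE; heterogeneity chi-square p = 0.6252), so that 1 share was not excluded in that mouse. The segments of progeny 5 gave 26.6 to 57.7% (mean 43.5 ± 2.32; p = 0.0688), but over its 3 segments of 20 or more probes p was 0.0372, so whether 1 share holds there turned on the 2 short segments and stays open. In progeny 4 the segments lay at most 0.78 standard errors from the sizes of 1 copy against 4, which are also those of a change in 50% of the cells, and the 2 explanations cannot be told apart there. Standard errors are over probes. The design names no group that would separate them, and no parent showed the segments. For progeny 4 this says little about inheritance, since another sire or another label was left open for it above.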
